# Development, Characterization and Experimental Validation of a Cultivated Sunflower (*Helianthus annuus* L.) Gene Expression Oligonucleotide Microarray

**DOI:** 10.1371/journal.pone.0045899

**Published:** 2012-10-26

**Authors:** Paula Fernandez, Marcelo Soria, David Blesa, Julio DiRienzo, Sebastian Moschen, Maximo Rivarola, Bernardo Jose Clavijo, Sergio Gonzalez, Lucila Peluffo, Dario Príncipi, Guillermo Dosio, Luis Aguirrezabal, Francisco García-García, Ana Conesa, Esteban Hopp, Joaquín Dopazo, Ruth Amelia Heinz, Norma Paniego

## Abstract

Oligonucleotide-based microarrays with accurate gene coverage represent a key strategy for transcriptional studies in orphan species such as sunflower, *H. annuus L.*, which lacks full genome sequences. The goal of this study was the development and functional annotation of a comprehensive sunflower unigene collection and the design and validation of a custom sunflower oligonucleotide-based microarray. A large scale EST (>130,000 ESTs) curation, assembly and sequence annotation was performed using Blast2GO (www.blast2go.de). The EST assembly comprises 41,013 putative transcripts (12,924 contigs and 28,089 singletons). The resulting Sunflower Unigen Resource (SUR version 1.0) was used to design an oligonucleotide-based Agilent microarray for cultivated sunflower. This microarray includes a total of 42,326 features: 1,417 Agilent controls, 74 control probes for sunflower replicated 10 times (740 controls) and 40,169 different non-control probes. Microarray performance was validated using a model experiment examining the induction of senescence by water deficit. Pre-processing and differential expression analysis of Agilent microarrays was performed using the Bioconductor limma package. The analyses based on p-values calculated by eBayes (p<0.01) allowed the detection of 558 differentially expressed genes between water stress and control conditions; from these, ten genes were further validated by qPCR. Over-represented ontologies were identified using FatiScan in the Babelomics suite. This work generated a curated and trustable sunflower unigene collection, and a custom, validated sunflower oligonucleotide-based microarray using Agilent technology. Both the curated unigene collection and the validated oligonucleotide microarray provide key resources for sunflower genome analysis, transcriptional studies, and molecular breeding for crop improvement.

## Introduction

Sunflower (*Helianthus annuus* L.) is an important source of edible oil and its uses have expanded to include new markets like biofuels, biolubricants and biopharmaceuticals [1]. Sunflower breeding for agronomic trait improvement, including yield, resistance to herbicide, abiotic and biotic stresses, has contributed to yield maintenance counteracting the competition for favorable agro-ecological environments imposed during the last 10 years by increasing soybean and maize production. Advances in sunflower genomics since 1995 have greatly enhanced the development and application of new tools for crop improvement [2], [3], [4], and promoted the expansion of sunflower uses. However, sunflower genome sequencing was not approached until the advent of next-generation sequencing technologies [5] and is still in progress. In this context, providing new insights into the sunflower genome is essential to enable efficient transcriptome analyses and molecular breeding. For transcriptional studies, during the last decade, cDNA macro and microarrays were developed to study cultivated sunflower seed development [6], and the responses to biotic [7], and abiotic stresses [8], [9], [10]. Arrays based on cDNAs were also developed to carry out studies in wild *Helianthus* [11], [12] including hybrid species [13]. This approach although useful is confined to the analysis of a limited set of genes. Currently, the shortage of candidate genes underlying agronomically important traits represents one of the main drawbacks in sunflower molecular breeding. In this context, functional tools such as a high-density oligonucleotide microarray would enable the discovery and characterization of important novel genes affecting key agronomic traits. Oligonucleotide-based chips are considered more accurate than cDNA-based chips because they require fewer manipulation steps, ensuring higher reproducibility [14]. The possibility of implementing this technology in a custom array system like Agilent, NimbleGen, or others, has the potential to create a highly useful tool for gene discovery in non-model crops [15], [16]. Clearly, most plant species do not have microarrays available for gene expression analysis, although a number of attempts are being made, mainly for plants with unsequenced genomes [15]. Condensed gene indexes based on small and large scale assemblies were successfully used in model plants for the development of microarray analysis, e.g., *Arabidopsis*, tobacco, melon and rice; [17], [18], [19], [20] and non-model economically relevant plants such as maize, tomato, cotton, citrus, cucumber, Brassica, wheat, flax and coffee [21], [22], [23], [24], [25], .

Recently, both Affymetrix and NimbleGen technologies have been applied to the development of chips for the *Helianthus* genus and weeds of the Compositae family, respectively [30], [31]. The Affymetrix GeneChip was designed based on wild and cultivated sunflower raw ESTs available in the public databases [31]. The NimbleGen platform comprises one 4-plex microarray developed from the assembly of Sanger ESTs from several *H. annuus L.* cultivars deposited in GenBank up to the year 2007, and one 12-plex array based on the 454 Titanium platform transcriptome assembly from one weedy *H. annuus L.* genotype [30]. Using the same public Helianthus EST data set, plus 454 sequences from the HA89 inbred line transcriptome, a *Helianthus* gene reference assembly was built to conduct SNP discovery and to design an Illumina Infinium BeadChip for genotyping [32]. However, the use of a longer probe format represents an advantage of the Agilent oligonucleotide microarrays over other technologies, because the longer oligonucleotides provide a higher hybridization stability for sequence mismatches; consequently, the longer oligonucleotides are more suitable for the analysis of highly polymorphic regions [33].

In this work, we present the development of a comprehensive Sunflower Unigene Resource, its functional annotation and the design and validation of a custom sunflower oligonucleotide-based microarray for identification of key regulatory genes for molecular breeding and examination of concerted transcriptional responses such as those associated with leaf senescence. This development represents an initiative of the Sunflower Argentinean Consortium, working in collaboration with the Prince Felipe Research Center, Valencia, Spain, within the frame of a public research project.

## Results

### Assembly and annotation of sunflower unigenes

In this study, public and proprietary *H. annuus L.* EST datasets were used to create a comprehensive unigene collection. These datasets include ESTs from cDNA libraries described at NCBI (http://www.ncbi.nlm.nih.gov/UniGene/lbrowse2.cgi?TAXID=4232&CUTOFF=100) up to February 2009. These ESTs were derived from different cultivated sunflower lines and cultivars, from various tissues and anatomical parts, and from plants grown under different physiological conditions. After cleaning and removal of low quality and short (<100 bp) sequences, the dataset was reduced to 132,479 reads. Also, additional ESTs or gene sequences of special interest for relevant traits were added to the initial dataset. Clustering and assembling of 133,682 ESTs was conducted using CAP3 [34] with parameters set according to the most relevant and recently published microarray designs (p = 95, f = 45, h = 25, o = 80) [22], [24], [35], [36], [37]. The final assembly resulted in 41,013 putative transcripts (12,924 contigs and 28,089 singletons) (Figure S1). To show that the public EST collection for *H. annuus L.* was well represented and that no bias and/or enrichment for specific transcripts might have occurred [38], a digital expression analysis was conducted using the total set of ESTs available for cultivated sunflower at NCBI (http://www.ncbi.nlm.nih.gov/nucest). The digital expression analysis estimates the probability for a gene to be equally expressed in two different conditions by observing the distribution of tag counts (ESTs) for each library, showing that the sunflower EST dataset had an unbiased differential representation for each tag [39].

The EST clustering and assembly resulted in a set of unigenes, the Sunflower Unigen Resource v 1.0 [40]. To further annotate the SUR, Gene Ontology annotations were assigned using the program Blast2GO [41], which implements a functional annotation strategy that takes into account sequence similarity searches, GO term evidence codes and the gene ontology structure to provide quality functional predictions [42]. InterProScan searches were also implemented during the annotation process, InterPro [43] is an integrated resource for protein families, domains, regions and sites. Annotated genes were classified according to GO categories: cellular component (CC), biological process (BP) and molecular function (MF). According to this analysis it can be inferred that SUR v 1.0 appears to be functionally diverse; for example, metabolic and cellular processes are the most-represented GO terms within the BP category, cell part and organelles are the most-represented terms in the CC category, and binding and catalytic activity are the most-represented terms in the MF category. Figure 1 depicts the distribution of the major GO categories, and more details on each category can be found in the SUR database (at http://atgc-sur.inta.gob.ar). Overall, this GO term representation is comparable to others reported for relevant species with a comprehensive annotated gene index [25], [44]. By contrast, transport, regulation, response to stimulus and biogenesis are poorly represented, probably due to the biological attributes of the tissues from which the ESTs derive (bud, embryo, flower, leaf, root, stem among other not yet classified.

**Figure 1:**
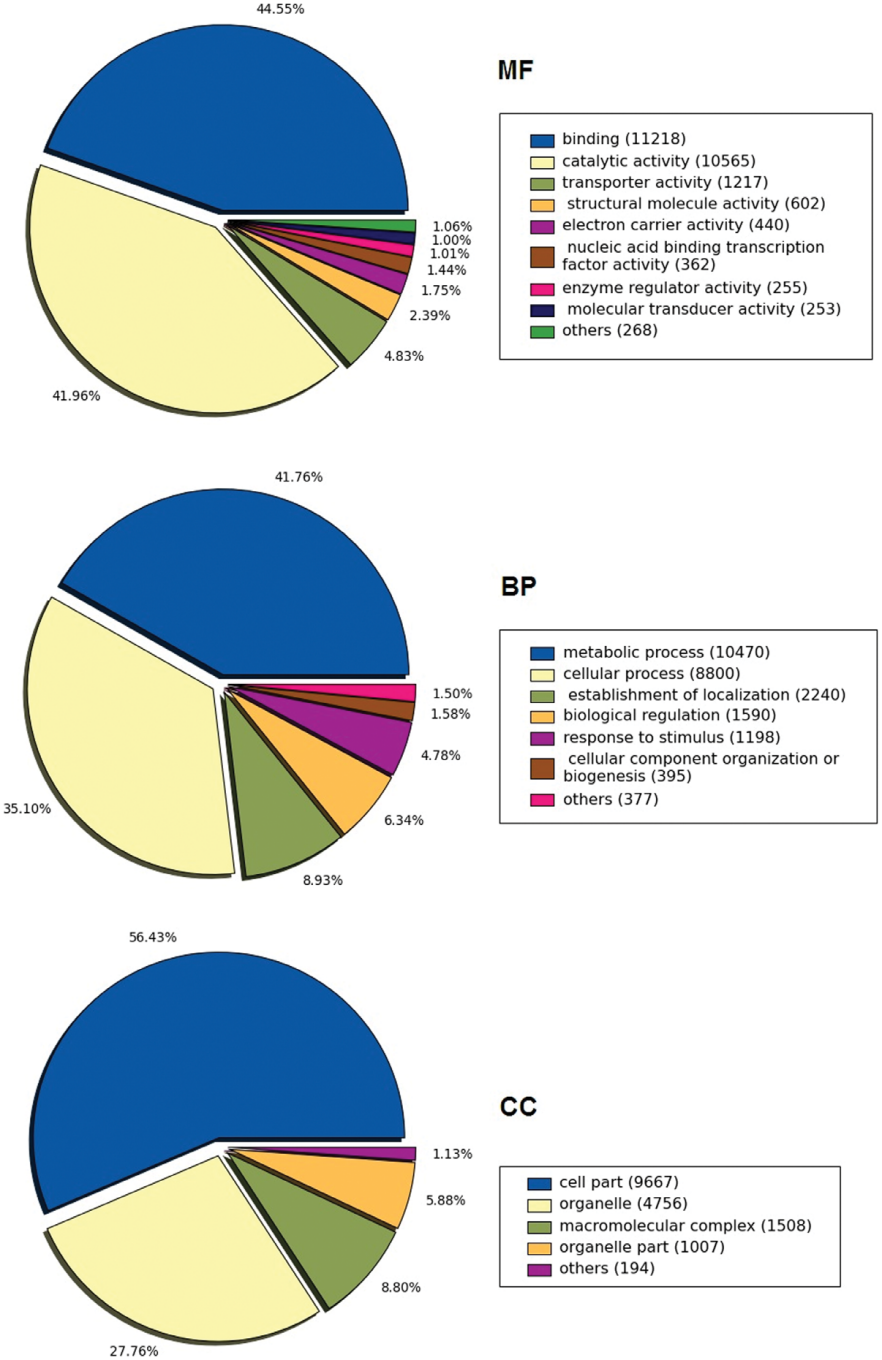
Pie charts showing predicted gene products using Gene Ontology terms. Data was obtained from SUR v 1.0.

### Microarray design

The SUR v 1.0 data was submitted to the Agilent eArray web tool for gene expression probe design (http://atgc-sur.inta.gob.ar). This resulted in a total of 42,386 different non-control probes, 74 sunflower control probes replicated 10 times (740 controls) [10] and 1,417 Agilent controls. 

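The scanner output of each array listed 42326 spots. Of these, 1417 were Agilent controls, 1264 of them positive and 153 negative. The other 40909 spots carried 40243 probe names, of which 40169 were spotted once and 74 were spotted 10 times each. These 74 probes are the sunflower controls and took 740 spots. The spike-in set consisted of 10 probes with 32 spots each. None of the 40243 probe names and accessions matched an entry of the sunflower RefSeq gene table, so that no genomic position is given for a probe.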

Analysis of probes and unigenes showed that out of the total non-control probes, 35,879 probes were associated with a single gene, 1,989 were predicted to produce high cross-hybridization with other genes and were discarded, and 4,290 showed cross-hybridization to only a few targets and therefore were included in the array, to be filtered later when differential gene expression analysis was assessed. Considering the full annotations achieved (Table S1) there are 38,485 GO terms resulting in 49.6% of total sequences having a GO annotation. The Sunflower Unigen Resource [45] v 1.0 allowed the generation of a microarray platform which is available at the NCBI Gene Expression Omnibus (GEO) according to MIAME guidelines [46], under the Accession Number GPL13610, whereas raw data corresponding to chip validation (see below) is deposited under Accession Number GSE29390.

### Microarray validation

To confirm that the sunflower microarray can be used to generate biologically useful information, we used this platform to analyze global changes in gene expression profiles in response to water deficit, as a physiological event that induces senescence. This approach was chosen as a performance test experiment because senescence reference genes were previously identified and validated by our group [47]. Hence, the experimental model used to test the 44 K Sunflower Chip comprised field samples corresponding to leaf 15 of sunflower plants growing under control and mild water deficit conditions as described in Material and Methods. RNA was isolated for each treatment and replicates, making a total of six independent samples. Gene expression profiles were generated by labeling and hybridizing each sample to one of six separate microarrays. 

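Each array was hybridized with Cy3-labelled RNA from one sample, and the deposited scanner files give the intensity of every spot after background subtraction by the Agilent software, without normalization between arrays. Files were analysed for 2 control and 2 water deficit arrays of leaf 15, where the paper states 3 biological replicates per treatment. The paper gives the age of this leaf as 48 days and the labels of the deposited samples as 45 days. The other 4 arrays of the series, labelled as 3 controls and 1 head excision at 50 days, were not part of this comparison. All 4 arrays used here lay on one slide. The median processed signal of the non-control spots was 108 and 89.1 units on control replicates 1 and 2, against 144 and 145 units on water deficit replicates 1 and 2. Of these spots, 70.9% and 69.8% were well above background on the controls and 73.4% and 72.5% on the water deficit arrays. No spot was marked as saturated on any array. Processed signals were corrected with the normexp method (offset 1), log2 transformed and quantile normalized over the 4 arrays. Spots of one probe were then averaged, and limma was fitted to the 2 groups. The processed signal of probes without detectable RNA lies near 2 units, so that on a log2 scale the size of a fold change from that level depends on the background correction and the offset. The number of arrays limits the precision of every comparison.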

FatiScan [48] was used to detect blocks of genes functionally related by different criteria such as gene ontology terms.

### Response to RNA concentration

We also performed key controls to check the sensitivity of the array to RNA concentrations and to define the concentration ranges in which the array response is proportional to RNA concentration (Figure 2). Agilent microarrays include the Spike-In Kit, consisting of a set of 10 positive control transcripts optimized to anneal to complementary probes on the slide, minimizing self-hybridization or cross-hybridization. The Agilent One Color RNA Spike-Mix stock was diluted with the buffer provided (Agilent Technologies Inc., USA). Diluted RNA controls were spiked directly into the RNA samples prior to amplification and labeling to achieve the correct relative amounts of standard (www.genomics.agilent.com/files/Manual/5188-5977.pdf). Figure 2 also shows the expression signal of the Spike-in controls as a function of log relative concentration. Box-plots of observed gene expression signals of technical replicates within each biological replicate, at different relative RNA concentrations in log scale, are presented. Figure 2 includes a logistic curve describing the relationship between expression signals and log relative concentration. The curve was fitted to the average of expression signals across all treatments and their replicates. 

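The spike-in signal was averaged over the 32 spots of each probe within an array and then over the 4 arrays. The log2 signal was 1.34 ± 0.22 (SD between arrays, n = 4) at a log relative concentration of 0.30 and 3.67 ± 0.31 at 1.30. It reached 6.23 ± 0.28 at 2.30, 9.65 ± 0.31 at 3.30, 10.698 ± 0.30 at 3.83 and 12.44 ± 0.26 at 4.30. Above that, it was 14.97 ± 0.20 at 4.82, 16.63 ± 0.12 at 5.30, 17.73 ± 0.04 at 5.82 and 18.93 ± 0.01 at 6.30. Each step was larger than the spread between arrays. The rise from the lowest to the highest concentration was 17.59 log2 units. With spot and local background medians and a normexp offset of 50, an alternative chosen after seeing the data, it was 11.90 log2 units. Control replicate 2 lay above the other arrays at intermediate concentrations, with a mean of 10.10 at 3.30 against 9.43 on control replicate 1 and 9.503 and 9.57 on the water deficit arrays. From the rise of the signal with concentration, the paper concludes that the array responds to the amount of RNA.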

According to these results, expression signals increase according to increasing RNA concentration. Moreover, the logistic trend follows the expected shape of the relationship between readings and RNA concentration (log scale) according to the Agilent One Color RNA Spike-In Kit technical report (www.genomics.agilent.com/files/Manual/5188-5977.pdf).

**Figure 2:**
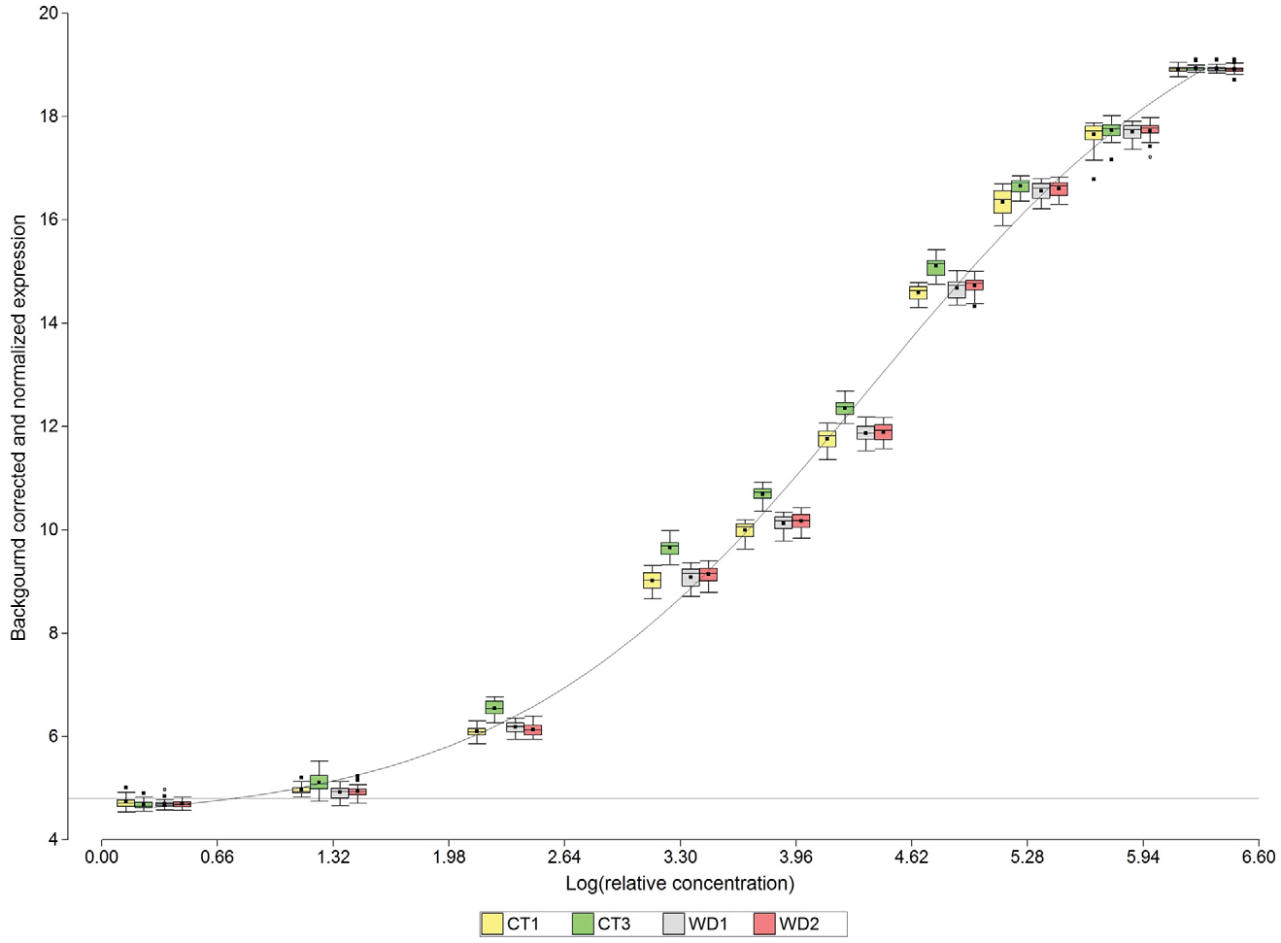
Normalized expression for RNA Spike-in control samples. The logistic curve was fitted for the average of all treatments and replicates including a baseline at 4.7 units in the Y-axis scale. This baseline corresponds to the 5% lowest percentile of the expression signal distributions for RNA-Log (relative concentration) of 1.3. Box-plots of observed gene expression signals of technical replicates within each biological replicate, at different relative RNA concentrations in log scale, are represented.

### Sensitivity

The relationship between expression signals and relative RNA concentration (log scale) increased according to a logistic curve; therefore, at upper and lower RNA concentrations, signal expression does not reflect changes in concentration. When RNA concentrations are lower, signal is not distinguishable from the background; when RNA concentrations are higher, signal becomes saturated. 

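At a log relative concentration of 0.30, 0 of 32 spots were well above background on each of the 4 arrays. At 1.30, between 21 and 30 of the 32 spots were, and from 2.30 upwards all 32 were on every array. At the upper end, the mean log2 signal still rose by 1.097 between 5.30 and 5.82 and by 1.20 between 5.82 and 6.30. Per log10 unit of concentration these steps correspond to 2.11 and 2.501 log2 units, where the steps below 5.30 ranged from 1.97, between 3.30 and 3.83, to 4.85, between 4.30 and 4.82. A 4-parameter logistic curve fitted to the means had its midpoint at a log relative concentration of 4.01, a lower asymptote of -2.74 and an upper asymptote of 26.38, both outside the range of the measured means. Its residual SD was 0.38 log2 units.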

Figure 2 includes a baseline at 4.7 units in the Y-axis scale. This baseline corresponds to the 5% lower percentile of the distribution of expression signal for an RNA-Log (relative concentration) of 1.3. Expression levels lower than this threshold value should be considered background for this assay. 

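The 5th percentile of the normalized log2 signal over the spots of the 1.30 spike-in on the 4 arrays was 2.92. Of the non-control readings, 26.5% lay below this value on each array, since quantile normalization gives all arrays nearly the same distribution. The lower quartile of the readings was between 2.56 and 2.57 and the median 6.88. Below the paper's baseline of 4.7 lay 35.3% of the readings. Between 14.6% and 24.8% of these, depending on the array, were nevertheless well above background by the scanner software. By that software's own flag, 29.1% and 30.2% of the readings were not well above background on the controls, and 26.6% and 27.5% on the water deficit arrays. With spot and local background medians and an offset of 50, the 5th percentile rose to 7.10 and the share below it was 24.7%.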

Under this assumption, this sensitivity cut-off value explains why almost 20% of the expression readings in the set of genes are considered background noise (Figure 3).

**Figure 3:**
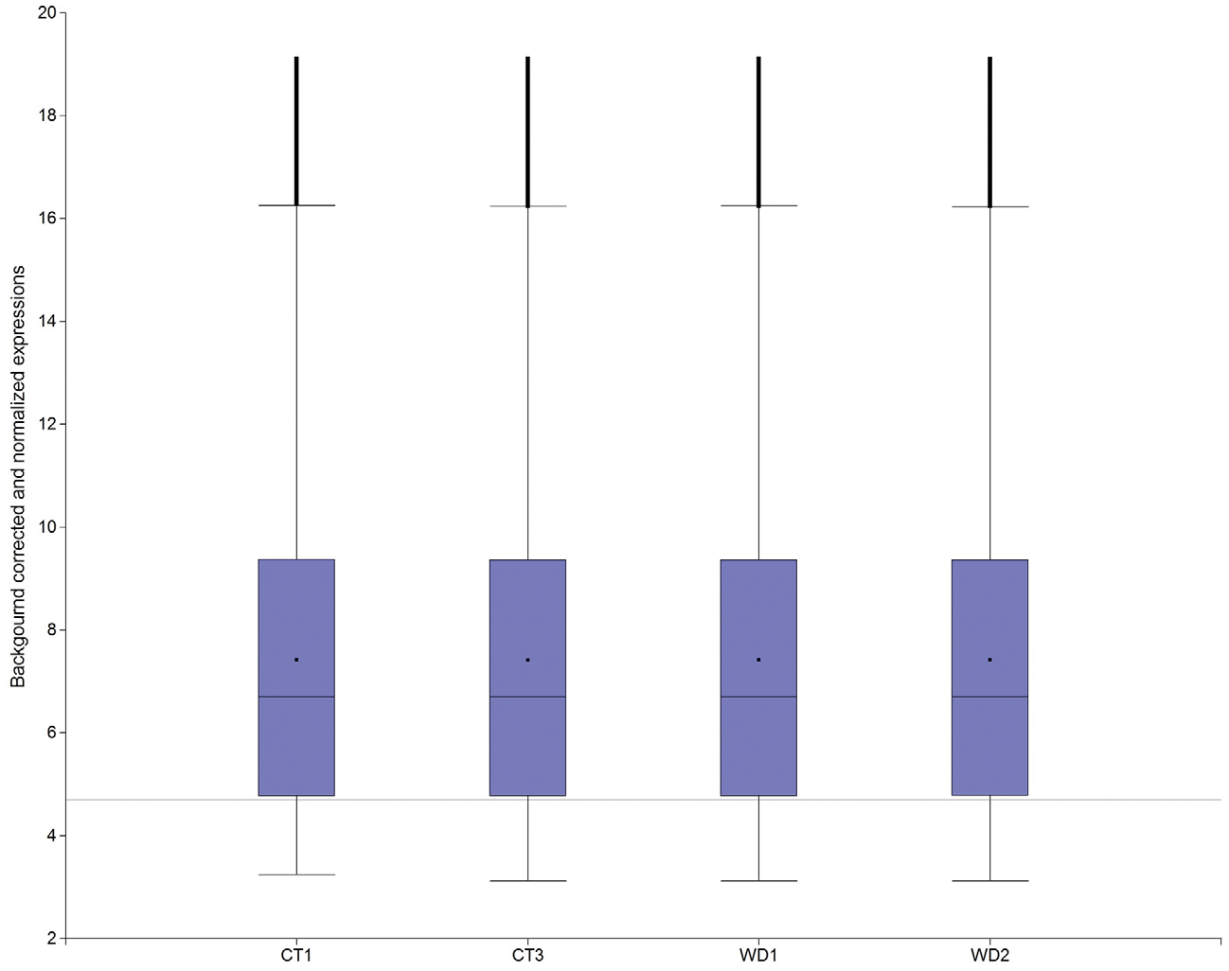
Box-plot of the normalized expression in each replicate of both treatments. Base line at 4.7 describes a sensitivity limit for detection of changes in RNA concentration.

### Variability of expression signals at different RNA concentrations

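The SD of the log2 signal between the 32 spots of one spike-in probe was computed within each of the 4 arrays. It was largest at the lowest concentration, with values between 0.72 and 1.08 at a log relative concentration of 0.30 and between 0.29 and 0.63 at 1.30. Between 2.30 and 4.30 it ranged from 0.056 to 0.116, and at 6.30 from 0.097 to 0.125. The SD at 0.30 exceeded the mean SD over 2.30 to 4.30 on 4 of 4 arrays, by 0.78 log2 units on average. With spot and local background medians and a normexp offset of 50, the mean SD was 0.073 at 0.30, 0.127 over 2.30 to 4.30 and 0.069 at 6.30, and the SD over 2.30 to 4.30 was above that at both ends on 4 of 4 arrays.

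**Figure D1:**
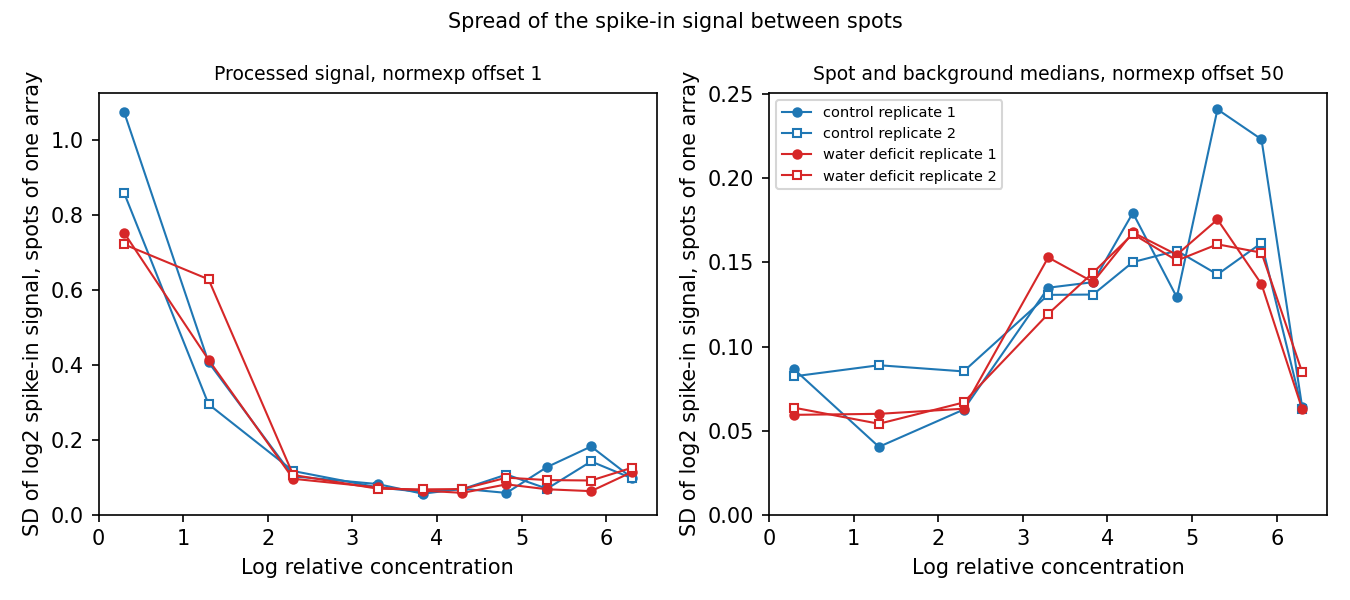
SD of the log2 spike-in signal over the 32 spots of a probe (vertical axis, log2 units, scaled separately in each panel) against the log relative concentration (horizontal axis), with one line per array; circles mark replicate 1 and open squares replicate 2. With the processed signal and an offset of 1 (left) the SD is largest at 0.30, up to 1.08, and with spot and background medians and an offset of 50 (right) it is largest between 4.30 and 5.82 on each array.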

At intermediate RNA concentrations, the variability of the expression signal is greater than the variability observed at low and high RNA concentrations. This result differs from Agilent's reports, which describe greater variability in the lower end of the concentration range. However, we consider that a greater variability in the intermediate concentrations is consistent with the fact that a sigmoid curve has low and high asymptotes, which in turn implies that gene expression signals are bounded at low and high concentrations. Coefficients of variance (CV%), for technical replicates are shown in Table 1. 

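On the linear scale, the CV between the 32 spots of a probe within an array ranged from 50.6% to 74.4% at a log relative concentration of 0.30 and from 22.0% to 27.4% at 1.30. At 2.30 it fell to between 6.60% and 8.00%, and at 3.83 to between 3.83% and 4.61%. At 6.30 it was between 6.81% and 8.93%. The CV on the linear scale was taken from the normalized values, so it also contains the offset of 1. The offset weighs most at the lowest concentrations, where the signal is small. The SD of log2 values divided by their mean depends in addition on where the zero of the log2 scale lies.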

The CVs look low (ranging from 0.33 to 3.85%) compared to data provided by the Agilent One Color RNA Spike-In Kit technical report, where CVs range from near 5% to more than 100%. 

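When the spots of both arrays of a treatment were pooled, the SD of the log2 signal in water deficit stayed close to the spread within an array, at 0.079 at a log relative concentration of 3.30 and 0.064 at 4.30. In the control it was larger, at 0.35 and 0.31 at the same concentrations. Towards the upper end the treatments drew closer, with 0.10 in the control and 0.12 in water deficit at 6.30. At 0.30 the SD was 0.99 in the control and 0.73 in water deficit. With 2 arrays per treatment, the difference between the treatments in this spread was not tested. Its size depended on quantile normalization. For the control, the CV of the pooled log2 values was 3.57% at 3.30 and 2.44% at 4.30. Without normalization between arrays it was 2.17% and 1.55%. For water deficit it was 0.823% and 0.519% with normalization, and 0.876% and 0.564% without.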

Even taking into account variability among biological replicates, CVs remain below 5% (Table 1).

**Table 1:** CV estimation for technical and biological replicates.

Log(RC)	CT1	CT3	WD1	WD2	CT	WD
**0.30**	2.51	2.04	1.65	1.57	2.34	1.60
**1.30**	1.82	3.85	2.46	2.34	3.29	2.39
**2.30**	1.86	2.17	1.83	1.96	4.09	1.93
**3.30**	1.83	1.55	2.05	1.57	3.84	1.84
**3.83**	1.56	1.33	1.53	1.57	3.62	1.55
**4.30**	1.58	1.27	1.45	1.44	2.86	1.44
**4.82**	1.02	1.14	1.20	1.16	2.05	1.19
**5.30**	1.55	0.89	1.11	1.01	1.57	1.06
**5.82**	1.29	0.93	0.79	0.89	1.14	0.84
**6.30**	0.34	0.33	0.33	0.45	0.34	0.39

RC: relative concentration.

CT: control.

WD: water deficit.

Technical variability within biological replicates (columns: CT1, CT3, WD1, WD2); technical variability plus biological variability within each treatment (Columns: CT and WD).

### Differential gene expression

Genes having differential expression between treatments were identified using *the lmFit* and *contrasts.fit* functions of the limma Bioconductor package [49]. Due to the reduced number of replicates and treatments, there were few degrees of freedom for the estimation of experimental error variances. Thus, an empirical Bayes procedure (eBayes) was used to improve the estimation and augment the degrees of freedom for the individual variances. Differentially expressed genes were identified according to their p-values after eBayes correction using a significance level of 0.01. 

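In the limma fit of 2 water deficit against 2 control arrays, 2678 of the 40243 probes had an unadjusted p below 0.01, of which 1712 were higher and 966 lower in water deficit. After Benjamini-Hochberg adjustment 0 probes passed 0.05, and the smallest adjusted p from limma was 0.132. At an unadjusted p below 0.05 there were 8832 probes. With all 8 arrays of the series in one fit, which shares the estimate of the spread over 4 groups, 734 probes passed the adjusted threshold, 540 of them higher and 194 lower in water deficit. When only the 28959 probes well above background on all arrays of at least 1 treatment were tested, 175 passed. The count moved most with processed signals scaled to the spike-ins, an alternative chosen after seeing the data, with 1917 probes. That setting left out the normexp correction and the offset as well as the quantile normalization. The count at an unadjusted p below 0.01 changed when any 1 array was left out. Such a fit has fewer degrees of freedom, 2.34 to 2.40 in total against 3.39, and takes its spread from 1 treatment alone. The change is therefore no measure of the weight of a single array.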

In total, 558 genes differentially expressed between control and water deficit conditions were identified (Table S2).

As already indicated, the microarray chip contains control and Agilent probes (including spike-in), which are not expected to be affected by treatments. The microarray chip also contains “non-control” probes; a subset of these will show alterations in signal in response to the treatments. Within the “non-control” group there is a positive control subset called “sunflower control”, which includes 79 genes previously recognized as sensitive to abiotic stress [10]. In the Agilent controls, only 1.7% of probes were identified as differentially expressed, in the non-control genes 8% were differentially expressed, and in the sunflower control probe set, 18% were identified as differentially expressed. These results are consistent with the results expected from controls and non-control genes included in the oligo-based chip.

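Shares were counted in one limma fit of the 4 arrays that also held the control probes, at an unadjusted p below 0.01. Of the 60 Agilent control probe names, 1 passed, a share of 1.67% (exact 95% confidence interval 0.042% to 8.94%). Of the 74 sunflower control probes, 11 passed, or 14.9% (exact interval 7.66% to 25.0%). Of the 40169 other non-control probes, 2669 passed, or 6.64% (exact interval 6.40% to 6.89%). The share of the sunflower controls differed from that of the other non-control probes (Fisher's exact test, two-sided, p = 0.016, adjusted over 3 comparisons 0.024) and from that of the Agilent controls (Fisher's exact test, p = 0.012, adjusted 0.024). Between Agilent controls and other non-control probes the difference was not resolved (Fisher's exact test, p = 0.19), and probes are not independent observations. Each sunflower control was also averaged over 10 spots, whereas each other non-control probe had a single spot. The classes thus differ in technical noise, and the higher share of sunflower controls cannot be put down to stress sensitivity alone. Of the 11 sunflower controls, 4 were higher in water deficit. With 1 array left out at a time, the shares of sunflower controls and of other non-control probes were 5.41% and 4.21% without control replicate 1, 6.76% and 7.29% without control replicate 2, 5.41% and 2.99% without water deficit replicate 1, and 2.70% and 1.96% without water deficit replicate 2, so that the order of the 2 classes reversed without control replicate 2. With the replicate number as a block, a test added after the result was seen, the sunflower control share was 9.46%, and its difference from the other non-control probes was not resolved (Fisher's exact test, p = 0.11). The paper proposes that its results fit those anticipated for the control and non-control genes on the chip.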

Gene set analysis was carried out using Gene Ontology terms (GO terms) [50] by running FatiScan [48], which is integrated in the Babelomics suite [51]. This method detects significantly up- or down-regulated clusters of functionally related genes in lists ordered by differential expression. Therefore, FatiScan examined functional differential expression by looking for over-represented ontologies in the Babelomics ranked gene list. As expected, considering the abiotic stress treatment used for chip validation, water and anion transport categories were enriched. However, responses to abscisic acid stimulus, salt and cold acclimation categories were under-represented (Figure S2). Major biochemical pathways of sucrose, fatty acid and carbohydrate biosynthesis, as well as tyrosine, tryptophan, L-serine, histidine and glycine biosynthetic pathways, were also overrepresented in water deficit conditions. Functional categories including response to stress mechanisms, comprising signal transduction and regulation of salicylic acid metabolism, were also overrepresented, among others.

### qPCR analysis for differentially expressed genes

To validate candidate genes identified from the microarray analysis, quantitative real time PCR (qPCR) was performed on the same mRNA samples used for the microarray experiments. Ten genes were selected for qPCR analysis from the 558 differentially expressed genes, based on e-Bayes corrected p-value rankings and Fatiscan output results based on relevant functional GO categories (Table S2). 

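Table 2 lists its genes by unigene names, whereas the arrays list probe numbers. Each row of Table S2 at hand was paired with one probe through its fold and statistic, and this gave the probes of the 10 genes. HeAn_C_9326 was paired with a probe of another number than its name, and each of the other genes with the probe of its own number. In the limma fit of the 4 arrays, the normalized value of all 10 was higher on both water deficit arrays than on both controls. The same held for 24.4% of all probes, while 29.5% of all probes were lower on both water deficit arrays than on both controls. Chance gives a share of 16.7% in each direction. No gene passed the adjustment over all probes (adjusted p from limma = 0.132 for each), and all 10 passed 0.05 when adjusted over the list alone, which the paper chose on these samples and which is therefore not independent evidence. HeAn_C_4439 and HeAn_C_2975 were well above background on all 4 arrays. HeAn_C_4439 rose from 4.63 ± 0.02 to 7.67 ± 0.02 log2 units (SD, n = 2 each), a log2 fold change of 3.04 with a standard error of 0.11. HeAn_C_2975 rose from 10.36 ± 0.01 to 11.86 ± 0.09 (SD, n = 2 each), a log2 fold change of 1.501 with a standard error of 0.12. The other 8 genes were not well above background on either control, at log2 signals between 0.12 and 0.68. For these only a lower bound holds, the water deficit mean against the lowest signal of probes well above background on the control arrays. HeAn_C_4809 was at least 2.06-fold higher in water deficit, HeAn_C_266 at least 1.87-fold and HeAn_C_3312 at least 1.46-fold. HeAn_C_593 was well above background on 1 water deficit array and its bound was below 1. HeAn_C_5545, HeAn_C_2759, HeAn_C_9326 and HeAn_C_1482 were not well above background on any of the 4 arrays, so no fold is given. When the local background median was supplied to the normexp correction, 4 of the 10 genes were higher with an unadjusted p below 0.01. That setting subtracts background from signals already background subtracted.

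**Figure D2:**
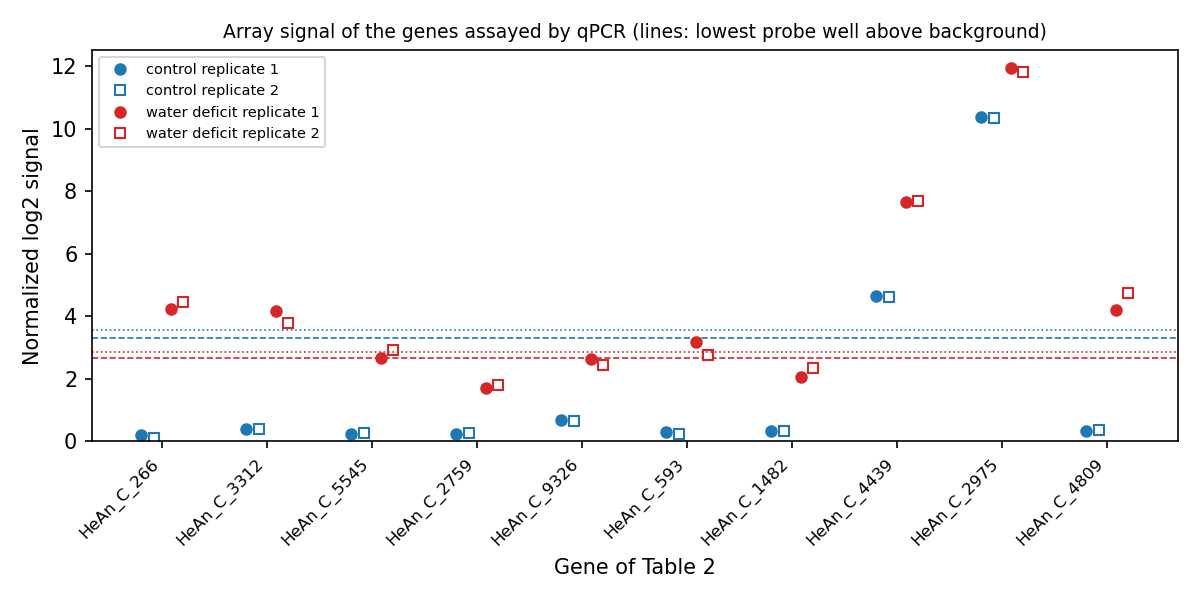
Normalized log2 signal (vertical axis) of the 10 genes of Table 2 (horizontal axis) on each array; blue marks controls, red water deficit, circles replicate 1 and open squares replicate 2. Dashed and dotted lines give, for replicates 1 and 2, the lowest log2 signal of a probe well above background, which is 3.30 and 3.56 on the controls and 2.67 and 2.87 on the water deficit arrays; 8 genes lie below these lines in both controls.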

The expression profiles of these genes were estimated in relation to reference genes using fgStatistic software, which uses previously published algorithms [52]. These results showed statistically significant differences (p-value≤0.05) for nine of ten genes assessed, with a ratio of expression consistent with the statistical analysis of the microarray results (Table 2 and Table S2).

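The array values of the same genes can be set beside the paper's qPCR ratios of stress to control. For HeAn_C_2975 the array gave a ratio of 2.83, and the paper's qPCR ratio is 2.10. For HeAn_C_4439 the array ratio was 8.22 and the paper's is 3.51. An offset of 50 in the background correction gave an array ratio of 3.42, and the local background median supplied to the correction gave 4.16. The ratio stayed at 7.31 with the deposited values, 7.99 without background correction and 8.37 with cyclic loess. Control signals of this gene were 23.3 and 19.3 processed units, so an added 50 lowers its ratio by construction. The local background median is subtracted from signals already background subtracted. The values of 3.42 and 4.16 are therefore no evidence that array and qPCR ratios match. For HeAn_C_266, HeAn_C_4809 and HeAn_C_3312 the array gives bounds of at least 1.87, 2.06 and 1.46, and the paper's qPCR ratios are 7.05, 2.82 and 2.04. With the offset of 50 these bounds are 1.16, 1.20 and 1.08. The direction was upward by both methods for these 5 genes. The paper chose its 10 genes for high expression in water deficit, so the upward direction on the arrays is not independent evidence. For HeAn_C_593 and the 4 genes not well above background on any array the files give no ratio to compare. The paper states that qPCR differences were significant for 9 of the 10 genes, and proposes that the ratios go with its statistical analysis of the arrays.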

**Table 2:** qPCR results for ten selected differentially expressed genes.

Gene	Sequence 5′-3′	*R^2^*	Efficiency (%)	Amplicon size pb	Ratio Stress vs Control	p-value
HeAn_C_266	Forward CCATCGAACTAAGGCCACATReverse CACGCAAAGCTCCAACATAA	0.999	91	166	7.05	0.0326
HeAn_C_3312	Forward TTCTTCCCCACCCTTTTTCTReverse GAGGTTCTGATCGGTGTGGT	1.000	88	143	2.04	0.0518
HeAn_C_5545	Forward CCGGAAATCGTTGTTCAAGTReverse TCAGTGACACGAACGAGACC	0.998	93	164	4.79	0.0344
HeAn_C_2759	Forward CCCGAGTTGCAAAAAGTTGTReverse CCCTTCATTTGCATTGCTTT	0.999	87	135	2.67	0.0236
HeAn_C_9326	Forward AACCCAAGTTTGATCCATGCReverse GGTCAGCCACCTCACGTAAT	0.993	100	119	1.12	0.3721
HeAn_C_593	Forward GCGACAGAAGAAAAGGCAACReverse TGCAACCAGATCTGAAGACG	1.000	88	167	3.38	0.0412
HeAn_C_1482	Forward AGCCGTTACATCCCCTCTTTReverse ACAACCCGGGGATTCTACTC	0.999	87	122	4.7	0.043
HeAn_C_4439	Forward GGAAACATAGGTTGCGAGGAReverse CCTTTGACCCGTCTTTTCAA	1.000	86	101	3.51	0.0292
HeAn_C_2975	Forward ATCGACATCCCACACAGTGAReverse AACATGCCCACCGTAAATGT	0.997	96	102	2.10	0.0331
HeAn_C_4809	Forward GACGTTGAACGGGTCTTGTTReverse TGAAGCAACGCCTGATTATG	0.999	88	164	2.82	0.0222

## Discussion

Microarray technology first opened a new era of high-throughput transcriptome analysis approximately fifteen years ago [53], [54]. Although next-generation sequencing technologies can explore and analyze transcriptomes from large genomes, for many species the lack of a reference genome provides a major constraint to extracting significant biological information. Because of this constraint, non-model species are excellent targets for genome studies using different strategies for gene-index construction [55]; these studies thus contribute concise transcriptomic data to improve our biological understanding of diverse processes [56]. In this context, improving coverage by accurate microarray design seems to be the most desirable application for these technologies [57]. In the particular case of sunflower, even though genome sequencing is in progress [5], there is not yet a reference genome available. Recently, two platforms for high throughput expression studies of the Compositae family have been developed based on proprietary designs [30], [31]. The Affymetrix Sunflower Array includes genes from the genus *Helianthus* and has been applied to study seed dormancy regulation in cultivated sunflower [31]. The NimbleGen Compositae Microarray Platform, based on unigenes derived from *Ambrosia artemisiifolia*, *Centaurea diffusa*, *Centaurea solstitialis*, *Cirsium arvense*, *Helianthus sp.* and *H. annuus L.*, has been developed as a genomic tool and resource for population and comparative genomic analyses within the Compositae family [30].

In the case of cultivated sunflower (*H. annuus L.*), about 133,000 ESTs are publicly available (http://ncbi.nlm.nih.gov/dbEST/dbEST_summary.html), but it is worth noting that these databases tend to be significantly contaminated with vector sequences and chimeras. These ESTs also have relatively low quality DNA information because of the library sequencing strategy, which prioritizes obtaining a large number of single pass sequences, thus leading to a concomitant decrease in the quality of the deposited sequences [58]. In consideration of this particular situation, in this study, a 60-mer oligonucleotide microarray was successfully developed for cultivated sunflower using a curated unigene database produced by the Argentinean Sunflower Consortium, which is made up of six laboratories and one private company working in different areas of sunflower research and development. The *H. annuus L.* 44 K Agilent oligonucleotide microarray was developed based on a unigene set of 28,089 singletons and 12,924 contigs obtained using the CAP3 parameters described above. These parameters, and the diverse sunflower lines used for EST generation, result in a unigene set that has strong representation of the genetic diversity due to gene duplication, allelic variation and other factors. Additional sequence variation is due to sequencing errors present in the different EST libraries. Fortunately, the Agilent 60-nt oligonucleotide arrays should be robust to such variation, providing reliable readout of expression data. Biological interpretation of data generated by microarray analysis for non-model species will also be enriched substantially by further validation experiments, which will improve our poor understanding of plant genomes and mitigate the low quantity of GO terms defined for these organisms [59]. Considering that whole sequences were selected from public web deposited ESTs, which are based on non-normalized, normalized and SSH cDNA libraries from different developmental stages and tissues, and taking into consideration that sunflower is a non-model crop with no genome sequence available, this microarray represents a key tool offering high coverage of genes involved in diverse biochemical pathways, according to the metabolic annotations we conducted on the SUR v. 1.0 unigene set. Moreover, GO term mapping was carefully done, using Blast2GO [41] against a local GO database (2011-08 update). Annotation was completed by running a local installation of InterProScan v4.7 follow by InterPro2GO (database version 31.0, release February 2011); for that analysis, we considered whole sequences with BLASTX hits and used the same reading frame, but for anonymous sequences we considered 6-frame translations. To store, visualize, analyze and share this information, plus the probes associated to each unigene represented in the microarray, we created a unigene collection database available at http://atgc-sur.inta.gob.ar. Indeed, numerous transcripts, variants and new genes will be identified as candidate genes for relevant biological processes in sunflower, making an enormous contribution to the Compositae research community.

The validation of the microarray for analysis of transcriptional profiles was performed using sunflower leaves derived from plants grown under two conditions, including biological and technical replicates. The degree of sensitivity in response to RNA concentration and the variability among replicas for the Agilent Sunflower Microarray were satisfactory.

An alternative approach to extract biologically relevant information from genome-wide microarray analysis is to use threshold-free functional enrichment methods such as Gene Set Enrichment Analysis (GSEA) [60]. In GSEA, genes are not selected on the basis of a hypothesis-driven analysis, but rather the derived statistics are used to rank genes according to their association to the phenotype and groups of functionally related genes with similar expression changes are sought along the list of ranked genes. In our study, the GO processes “cellular wall”, “protein complex assembly” and “response to stress” were the most represented functions, in agreement with the biological activities expected to be overrepresented. Moreover, microarrays for other non-model plant species show a similar distribution of GO BP processes, especially for “response to stimulus” and “cellular process” GO categories. However, as GO terms are dynamically updated, many terms mapped for the SUR v1.0 collection could differ from other annotations reported in other differential gene expression studies [21], [22], [23], [24], [26], [61], [62]. Our results show that the *H. annuus L.* microarray is suitable for functional genomics analysis. Indeed, this microarray is already being used for other experiments and shows precise and accurate results with a high level of trustability for different gene expression profiles.

We cannot make a precise comparison of the gene representation in the SUR microarray to gene representation in the recently described *Helianthus sp* and Compositae microarrays because we do not have access to the precise array designs. However, we can infer this information by considering that the three platforms were developed with shared raw data from *Helianthus* EST public sources. For example, the SUR array and the Sunflower Affymetrix GeneChip share the whole set of raw ESTs from *H. annuus L.*, although the design of the SUR array was based on a locally curated gene index. Also, the Sunflower Affymetrix GeneChip probes represent wild and cultivated sunflower ESTs. The SUR array and the 4-plex *H. annuus* NimbleGen array share some of the raw EST data from *H. annuus L.*, since the NimbleGen array used the Sanger EST libraries for *H. annuus L.*, as previously described [63] and as available at the website of the Compositae Genome Project DB [30]. This dataset lacks 39,702 ESTs generated from the HA89 inbred line and released by the Compositae Genome Project by the end of 2008. Considering these differences, the SUR array indeed complements the 4 plex *H. annuus L.* NimbleGen microarray [30] and the *Helianthus* genus Affymetrix microarray [31] resources, representing a specific collection of probes useful for interrogating expression profiles in sunflower crops under different physiological conditions. The use of a microarray that specifically represents the *H. annuus L.* transcriptome (including allelic variants), can improve the analysis of data and interpretation of results from cultivated sunflower experiments. This approach is highly recommended, especially considering that most sunflower transcriptional studies, especially those involving vegetative or reproductive stages, must be carried out in field conditions. However, we note that the *Helianthus* genus array and the 12-plex *H annuus L.* NimbleGen platform are more suitable for population, comparative and evolutionary studies, but less suitable for crop specific studies.

In the future, this transcriptome tool will be added to the full sunflower genome sequence data, which is currently in process [5], and will facilitate comparative and functional analysis of *Asteracea*, one of the most diverse families of flowering plants. The *Asteracea* are also agronomically relevant, with very little available genomic information. This work generated a curated and trustable sunflower unigene collection, which resulted in a custom sunflower oligonucleotide-based microarray using Agilent technology. The work presented here gives the cultivated sunflower research community a trustable microarray to use for different transcriptional profiling applications.

## Materials and Methods

### EST assembly and annotation

A total of 133,682 EST sequences of *H. annuus L.* were downloaded from Genbank (http://www.ncbi.nlm.nih.gov/nucest) in December 2008. These sequences were screened for the presence of remnants of cloning or sequencing vectors by running BLASTN [64] optimized for short matches against the UniVec database (ftp://ftp.ncbi.nih.gov/pub/UniVec/). Any contaminating sequence located at either end of the ESTs was trimmed. Those ESTs containing contaminating vector sequence in the middle region were discarded. Thus, a total of 1,162 ESTs were removed. Additionally, 41 ESTs whose length was shorter than 40 bases after trimming were discarded. ESTs contained regions with high frequencies of ambiguities (N's) on one or both ends were trimmed using the program TrimSeq from the EMBOSS suite [65]. Nine percent of the ESTs, containing poly-A tails on the 3′ end or poly-T on the 5′ end, were clipped using Trimest from the EMBOSS suite.

As many members of this assembly lacked sense orientation, BLASTX analysis was run using the CAP3 assembly against the protein RefSeq database (http://www.ncbi.nlm.nih.gov/RefSeq/) in order to choose the best hit for every sequence and to infer the correct orientation of the unigenes. An additional subset of 120 new EST sequences derived from local SSH-identified transcripts that had not been deposited in Genbank at the time of downloading was compiled into the former assembly.

Sequence annotation was performed using different tools. First, we ran 12,924 contigs and 28,089 singletons against all public plant protein sequences available at GenBank (January 2011), using BLASTX (E<10^−10^) [64]. As a result, we obtained 25,988 sequences with BLASTX hits. These results were fed into Blast2GO under default parameters [41], using a local database generated from the GO database (2011-08 update), idmapping.tb dated 2011-07-27, gene_info and gene2accesssion downloaded on 2011-08-18. In addition, all translated amino acid sequences with BLASTX hits, as well as sequences lacking BLASTX hits, were previously translated into 6 frames, and were fed into InterProScan (http://www.ebi.ac.uk/Tools/pfa/iprscan/) so as to annotate them. We used a local installation of InterProScan v4.7 (database version 31.0, release February 2011). Further GO annotation was performed by mapping InterProScan results to GO using the InterPro2GO tables. Using both approaches, we obtained 38,485 GO annotations for 8,369 contigs and 48,830 for 11,983 singletons. This annotation procedure resulted in 49.6% of total sequences with GO annotation.

### Microarray design and synthesis

For the custom Gene Expression chip design, the Agilent Technologies eArray® web application was used. Probe sequences were obtained using GE Probe Design considering 3′ end biased 60mer oligonucleotide, one probe per target, vector sequence and masking function on probe sense orientation. Two probe sets were designed: one including non-control specific probes for the Sunflower Unigene Resource (SUR v 1.0) and a sunflower control probe set consisting of 74 probes (10 times replicated) derived from 80 differentially expressed sunflower genes identified in a previously work [10]. To utilize the full capacity of the microarray, probes were randomly selected to be represented in duplicate in the final design, which also included Agilent Technologies' standard panel of quality control and spike-in probes. This design was then used to manufacture microarrays using Agilent SurePrint™ Technology in the 4×44 format. Agilent's microarrays include the Spike-In Kit that consists of a set of 10 positive control transcripts optimized to anneal to complementary probes on the microarray, minimizing self-hybridization or cross-hybridization. The concentrated Agilent One Color RNA Spike-Mix stock was diluted with buffer provided with the kit. The diluted RNA controls were spiked directly into the RNA samples, prior to amplification and labeling, to achieve the correct relative amounts (www.genomics.agilent.com/files/Manual/5188-5977.pdf).

### RNA isolation and quality controls

Total RNA isolation was performed on healthy green leaf samples from 48-day-old plants in order to assure RNA integrity. Samples were immediately frozen in liquid nitrogen and stored at −80°C until processing. High quality total RNA was isolated from 100 mg of frozen tissue using Trizol® following the manufacturer's instructions (Invitrogen, Argentina). Genomic DNA was eliminated by treatment with DNAse I for 20 min at RT using DNAse I® (Invitrogen, Argentina).

RNA concentration was measured using a Nanodrop ND-1000 spectrophotometer (NanoDrop Technologies, Wilmington, Delaware USA). Purity and integrity of total RNA was determined by 260/280 nm ratio and the integrity was checked by electrophoresis in 1% agarose gel and quality confirmed by RNA 6000 Nano Bioanalyzer (Agilent Technologies, Palo Alto, California USA) assay.

### cRNA synthesis, labeling and microarray hybridization

200 ng of total RNA was used to produce Cyanine 3-CTP-labeled cRNA using the Low Input Quick Amp Labelling Kit, One-Color (Agilent Technologies) according to the manufacturer's instructions. Following ‘One-Color Microarray-Based Gene Expression Analysis’ protocol version 6.0 (Agilent Technologies), 2 µg of labeled cRNA was hybridized with a Sunflower Custom Oligo Microarray (Agilent Technologies) containing 42,326 probes derived from SUR v 1.0.

Agilent's recommended protocol for microarray workflow quality control was implemented using the Agilent Spike-In Kit. This kit consists of a set of 10 positive control transcripts optimized to anneal to complementary probes on the microarray with minimal self-hybridization or cross-hybridization. The concentrated Agilent One Color RNA Spike-Mix stock was diluted in the buffer provided by the kit and mixed with the RNA samples prior to the amplification and labeling process to achieve the relative amounts recommended by the manufacturer (www.genomics.agilent.com/files/Manual/5188-5977.pdf).

### Microarray scanning and data analysis

Slides were scanned in an Agilent Microarray Scanner (G2565BA) according to the manufacturer's protocol. Signal data were collected with dedicated Agilent Feature Extraction Software (v9.5.1) following the Agilent protocol GE1_107_Sep 09 and the QC Metric Set GE1_QCMT_Sep09.

Agilent Processed Signals (generated by the Agilent Feature Extraction software) were pre-processing with functions implemented in limma package [49], available from the open source Bioconductor platform (http://www.bioconductor.org/). The background correction was done with the backgroundCorrect () function, using normexp method and offset = 1 to avoid negative values after log-transformation. Normalization was achieved using the normalizeBetweenArrays () function, applying the quantile method [66]. The raw data are available from the GEO repository, accession number GSE29390.

Differential gene expression analysis was also carried out using the limma package. Gene set analysis was carried out according to the Gene Ontology terms using FatiScan [48] integrated in the Babelomics suite [51].

### Plant materials and experimental conditions used for chip validation

A field experiment was carried out at INTA Balcarce Experimental Station (37°45′ S, 58°18′ W) during the 2004/05 growing season. Sunflower hybrid VDH 481 (Advanta Seeds) was sown on November 18^th^ at a 7.2 plants/m^2^ density. Emergence occurred 9 days later. Diseases, weeds and insects were adequately controlled. Soil fertility assured maximum yields under non-limiting water conditions. Rainfall was complemented with irrigation when necessary to avoid water deficit in control plants. Soil volumetric humidity was measured periodically using time domain reflectometry equipment (Trase System, Model 6050X1, Soil moisture Equipment Corp., Santa Barbara, CA, USA). Leaf 15 was considered to have appeared when the primordium was visible (about 40 µm long) on the apical meristem, observed under a stereomicroscope using 80× magnification (Olympus SZX12). A mild water-deficit (WD) treatment was applied to accelerate senescence in comparison to control plants. WD was achieved by covering the soil with a 200 µm plastic mesh to prevent rainfall penetration into the soil. The mesh was installed 7 days before flowering, and reduced by about 40% the volumetric humidity at a soil depth of 0.60 m. Controlled irrigation maintained the water deficit up to the sample harvest day. Senescence symptoms in water deficit leaf 15, measured as the reduction in chlorophyll content, were achieved 4 days before symptoms appeared in control plants, confirming the mildness of the water deficit (data not shown).

The experiment was conducted as a randomized complete block design with three replicates (plant-plots). Each experimental unit was integrated by three randomly selected plants from each plot.

Leaf 15 (numbered from the bottom to the top of the plant) was sampled at 48 days old from its appearance on the apical meristem, and three biological replicates were used for each treatment, control and water-deficit.

### Quantitative RT-PCR analysis

Ten genes were selected according to their highest level of expression in the water deficit treatment compared to the control condition for further qPCR validation (Table 2). Specific primers for qPCR were designed from each target sequence using Primer 3 [67] with default parameters.

For each sample, 500 ng DNAse treated RNA was reverse-transcribed using SuperscriptIII first strand synthesis system (Invitrogen, USA) and random hexamers according to manufacturer's instructions (http://tools.invitrogen.com/content/sfs/manuals/superscriptIIIfirststrand_pps.pdf). qPCR was carried out in a 25-µl reaction mix containing 200 nM of each primer, 1 µl of cDNA sample and FastStart Universal SYBR Green Master (Roche Applied Science). Negative RT RNA control and non-template controls were incorporated in the assays. qPCRs were performed using a 96-well plate thermocycler (ABI Prism 7000 Sequence Detection System and software, PE Applied Biosystems, USA). The thermal profile was set to 95°C for 10 min, and 40 cycles of 95°C for 15 s, and hybridization temperature for 1 min. Amplicon specificity was verified by melting curve analysis (60 to 95°C) after 40 PCR cycles. The qPCR assay was carried out using two biological replicates for each treatment and two technical replicates for each biological replicate, derived from independent cDNA synthesis.

Two reference genes previously characterized in sunflowers, EF-1α and α-TUB, were used as endogenous controls for expression level [47]. Amplification efficiencies and Ct values were determined for each gene and each tested condition, with the slope of a linear regression model using the *LinRegPCR* [68]. Analyses of quantitative RT-PCR data are listed in Table 2. The expression profiles of these genes were estimated in relation to reference genes using *fgStatistic* software [69], which uses previously published algorithms [52].

## Supporting Information

Figure S1 **Flow chart including curation, assembly and annotation routines applied to construct SUR v 1.0.** Information derived from public sunflower ESTs (*H. annuus L.*).
(TIF) Click here for additional data file.

Figure S2 **Significant GO BP for differentially expressed genes in WD.**
(TIF) Click here for additional data file.

Table S1 **GO terms for SUR v 1.0.**
(XLSX) Click here for additional data file.

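Table S2 gives for each gene a moderated statistic, a fold, a p-value and an adjusted p-value. The first 1998 of its 40109 rows were used here, and no overlap or set test was run on them. A limma fit of the authors' deposited log2 values, with all 8 arrays of the series, a mean per group and the 40109 probes of the unigene set, returned each of the 1998 rows as exactly one probe, within 0.002% of its fold and 0.1% of its statistic. The adjusted p-values differed by at most 5.0e-08. This fit was chosen after seeing the data. The fold of the table is therefore a difference of log2 values, water deficit minus control. In this fit 756 probes had an adjusted p below 0.05, of which 558 were higher and 198 lower in water deficit.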

Table S2 **Differentially expressed genes in WD against CT (adjusted p-value<0.05).** Genes ID, statistical p-values and adjusted p-values are included for all genes on the microarray. Over-expressed genes in the first condition are listed first and the most repressed genes are at the bottom of the list.
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

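Sunflower leaf RNA was measured on 1-colour (Cy3) Agilent arrays. The series holds 8 arrays: 2 controls and 2 water deficit samples of leaf 15, whose age the paper gives as 48 days and the labels as 45 days, and 3 controls and 1 head excision sample labelled 50 days, which the paper does not report on. The 4 younger samples lay on one slide and the 4 older ones on the other, so that slide and age cannot be told apart.

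The authors deposited one scanner file per array, with a spot intensity on a linear scale. It had been background subtracted and detrended by Agilent Feature Extraction, and low values had been replaced by a small positive value, with no normalization between arrays. The headers name version 10.7.1.1 of that software. The authors also deposited a table of log2 values for 40243 non-control probes, whose processing it does not state. Each column correlated best with the scanner values of its own array, with Pearson's r across probes of at least 0.998, against at most 0.991 with any other array. Table S2 of the paper, of which the first 1998 rows were used, gives the authors' fold, p-value and adjusted p-value per gene.

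From the processed signals, values were computed after the paper's methods: normexp background correction with an offset of 1, log2, and quantile normalization over all spots of the arrays fitted. Spots of one probe name were averaged, control spots were left out, and lmFit, contrasts.fit and eBayes of limma 3.58.1 in R 4.3.3 were run with 2 groups and plain settings. P-values were adjusted by Benjamini-Hochberg over 40243 probes. For the shares by class, control probes were averaged by name and fitted with the others, and classes were compared by Fisher's exact test. Robust eBayes used statmod 1.5.0.

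A probe not well above background on any array of a group has only a bound there. The bound sets the bright group's mean against the dim group's mean of, per array, the higher of the probe's own value and the lowest value of a probe well above background. No fold is given where both groups were below background or the bound was below 1.

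The relative concentrations of the 10 spike-in probes were assigned by probe name from the spike-in kit's documentation as recalled, before the data were examined, and are not stated in the files. The mean signal rose at each step in that order. The paper names its control arrays CT1 and CT3, and the labels number the controls 1 and 2. CT1, WD1 and WD2 were set beside the replicates of the same number, and CT3 beside control replicate 2, the only other control array of that age in these files.

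Before the data were examined, the genes to be named were fixed as the 10 genes of Table 2, the 10 spike-in probes, and up to 2 risen and 2 fallen probes with an adjusted p below 0.05 in the fit of the 4 arrays. No probe met the last criterion, so none is named. The fit was tested on simulated data with the same design, in which 200 of 40243 probes were changed. With a change of 2 log2 units in 2 arrays against 2, 80.0% of the changed probes had an unadjusted p below 0.01 against 1.02% of the unchanged, and 0 passed the adjusted threshold. With 4 log2 units, 115 changed and 9 unchanged probes passed it.

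Alternatives covered the background correction, the normalization, the deposited log2 values, a filter on dim probes, trended and robust eBayes, the replicate number as a block, each replicate left out, all 8 arrays in one fit and the median of spots. The mean spot signal named in one alternative is not a column of the files, so the median spot signal was used there, and such alternatives count as chosen after seeing the data. Chosen in the same way were the median signal with an offset of 1, scaling to the spike-ins, the deposited log2 values with all 8 arrays, the CV of unnormalized median signals, and leaving out probes with a spot that the software marks as an outlier. The gene set analysis was not repeated, because Table S1 and Table S2 were used only in part. No array was left out, and spots marked as outliers, between 22 and 33 non-control spots on each of the 4 arrays, were kept. Each array's median signal and its share of spots well above background are given where the experiment is introduced, and the number of arrays limits the precision.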

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

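Of the tests in this part, the comparisons of the deviations of single control arrays with the water deficit change, and the use of an unadjusted p where no probe passed the adjustment, were chosen only after the result was seen.

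The paper's text does not report on the 4 arrays labelled 50 days, although the fit that returned the rows of Table S2 included them. In a limma fit of the head excision array against 3 controls of that age, 1034 of 40243 probes had an unadjusted p below 0.01, of which 652 were higher and 382 lower after head excision. At an unadjusted p below 0.05 there were 3507 probes, and 0 passed the adjusted threshold of 0.05. By other fits, 7 probes passed among those well above background on all arrays of at least 1 group, and 109 with all 8 arrays in one fit. The lone array is assumed to vary like the controls. The excess of higher over lower probes at an unadjusted p below 0.01 depended on the processing. It was absent when only probes well above background on all arrays of at least 1 group were tested. Without control replicate 2 of that age, 637 probes had an unadjusted p below 0.01, and 590 without control replicate 3. With each control taken as the lone array in turn, 831, 593 and 767 probes had an unadjusted p below 0.01. By this count head excision was the highest of the 4 choices of the lone array. By adjusted p, the measure set in advance, head excision gave 0 probes and control replicate 3 of that age gave 4, so that 4 of 4 choices have at least as many by construction and this count decides nothing. In simulated data of this design, 0 probes passed the adjustment even among 200 changed by 4 log2 units. Because 4 choices cannot give a share under 0.05, chance cannot be excluded.

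Across 40243 probes, the head excision change correlated with the water deficit change (Pearson's r = 0.213, Spearman's rho = 0.138), where unchanged groups simulated 100 times gave at most 0.031. Probes are not independent replicates. Dim probes do not account for it, since across the 26653 probes well above background on all 8 arrays Pearson's r was 0.307. The brightness of the arrays stays open: the brightest minus the dimmest control of 50 days correlated with the water deficit change at -0.108. The deviation of a single array also stays open, since single controls of 50 days, each against the other 2, gave -0.010, 0.187 and -0.180 across all probes and 0.005, 0.286 and -0.312 across the bright probes. An effect of head excision itself cannot be told apart from the deviation of one array.

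In a limma fit of 3 controls labelled 50 days against 2 controls labelled 45 days, 2505 probes had an unadjusted p below 0.01, and 103 passed the adjusted threshold, 61 of them higher and 42 lower at 50 days. With any one array left out, 0 probes passed, and between 1414 and 2379 had an unadjusted p below 0.01. This count was lowest without replicate 2 (1414) and replicate 3 (1510) of 50 days and without control replicate 2 of 45 days (1573). Among the 10 splits of the 5 arrays into 3 and 2, only the split by age gave as many as 103 probes by adjusted p (1 of 10), and the others gave 0 to 2. Because 10 splits cannot give a share under 0.05, chance cannot be excluded. Each age lies on a slide of its own, so age and slide cannot be told apart.

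The water deficit change and the difference between control ages correlated across probes at Pearson's r = -0.141, where unchanged groups that share controls, simulated 100 times, gave 0.520 to 0.572. With a separate control array for each contrast, r was -0.438 one way and -0.095 the other. Shared controls raise r, so these values are no test of them for a negative r. Across bright probes, again with separate controls, r was -0.538 and -0.151, which argues against dim probes. The size thus depends on which control array serves which contrast. Age and slide stay open.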

How the results depend on the processing

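The tests of this part chosen only after the result was seen are those with the spot median signal, with scaling to the spike-ins, with the deposited log2 values of all 8 arrays and with outlier probes left out, and Fisher's exact tests between probe classes with a replicate block.

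Between water deficit and control, 0 probes passed the adjusted threshold in limma, 8832 at an unadjusted p below 0.05, and 16 of 21 alternatives also gave 0. The others were 175 with dim probes left out, where fewer probes were tested, 734 with all 8 arrays in one fit, 762 with the deposited values of all 8 arrays, 171 with the median signal and an offset of 1, and 1917 with scaling to the spike-ins. The cause was not tested for the last 2. At an unadjusted p below 0.01, 17 of 21 alternatives stayed within 1.5 times 2678. The deposited values of all 8 arrays gave 4071. Without one replicate the count was 790 to 2927, the lowest without water deficit replicate 2, and 1206 without water deficit replicate 1 and 1693 without control replicate 1; a lone array is then assumed to vary like the others. Of 2678 probes 63.9% were higher, against 81.4% with spike-in scaling and 54.0% with an offset of 50. The median log2 change of all probes was -0.16 with 75th percentile scaling and 0.069 with spike-in scaling, against -0.022.

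The numbers 1 and 2 are shared by the treatments. The paper describes randomized complete blocks and does not say whether these numbers mark them. Its Table 1 names the arrays CT1, CT3, WD1 and WD2. If CT3 is control replicate 2, the replicate block pairs it with an array that the paper numbers differently. Same-numbered arrays deviated together with r = 0.208 across all probes and 0.289 across those well above background on all 4 arrays, and 2 pairs do not settle whether the arrays are paired. With a replicate block, 2087 probes had an unadjusted p below 0.01, of which 1275 are among the 2678, and 0 passed the adjustment. The shares by class were then 0% of Agilent controls, 9.46% of sunflower controls and 5.18% of other non-control probes. Sunflower controls and other non-control probes no longer differed (Fisher's exact test, p = 0.11), and Agilent and sunflower controls did narrowly (p = 0.017, adjusted over 3 comparisons 0.04996).

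Of the 10 genes of Table 2, 10 had an unadjusted p below 0.01 and were higher. This fell to 3 with spot and background medians and an offset of 50, 4 with the background median given to the correction, 6 with the median signal and an offset of 1, 7 with an offset of 50, 9 with the 75th percentile, 9 with spike-in scaling, and 5 with dim probes left out, where only 5 were tested. HeAn_C_2759 reversed with the background median given to the correction, at -0.086. This setting subtracts background from signals already background subtracted, and the cause of the reversal was not tested. No other fold of these genes was negative, but several alternatives, such as a replicate block or an array left out, could not reverse them by construction.

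For the other non-control probes, the share by class was 7.98% with spot and background medians and an offset of 50, 7.74% with the 75th percentile, 8.39% with the median signal and an offset of 1 and 10.0% with dim probes left out. The 75th percentile gave 0% of Agilent controls. The deposited values gave 10.8% of sunflower controls and 6.57% of others in the fit of 4 arrays, and 16.2% and 10.1% with all 8 arrays. By adjusted p each of the 3 classes had 0%. At an unadjusted p below 0.05 the share was 35.1% of sunflower controls and 21.9% of others. Without one replicate, it was 0% to 1.67% of Agilent controls, 2.70% to 6.76% of sunflower controls and 1.96% to 7.29% of others, in each case with the lowest value for sunflower controls and others without water deficit replicate 2. Without control replicate 2, sunflower controls (6.76%) were below the others (7.29%); the cause was not tested.

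The rise of the spike-in signal was 17.14 log2 units without background correction and 17.14 with the 75th percentile, 11.90 with spot and background medians and an offset of 50, and 15.08 with the median signal and an offset of 1. The SD at the lowest concentration minus that at intermediate ones was 0.58 without background correction, 0.58 with the 75th percentile and 0.15 with the median signal and an offset of 1. It reversed to -0.054 with spot and background medians and an offset of 50; the cause was not tested. The share of readings below the baseline was 24.7% and 25.8% with these 2 median signal settings, 28.1% with controls included and 28.3% as the share not well above background.

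Between head excision and control, the count by adjusted p was 0 except for 7 with dim probes left out and 109 with all 8 arrays. Between control ages it was 103, against 1 and 157 with the median signal and offsets of 50 and 1, 182 with dim probes left out, 405 with all 8 arrays, and 0 without any one replicate.

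Signal over background limits the Table 2 genes, of which 8 were not well above background on either control. Not run were the mean spot signal, which is not a column of the files, the slide as a block between ages, where no slide holds both groups, and the 75th percentile for the CVs of Table 1, where log ratios have no true zero.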

Differences from the paper's values

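In this part, the tests with the median signal, with the deposited log2 values of all 8 arrays and with spike-in scaling were chosen only after the result was seen.

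The paper reports 558 differentially expressed genes. Here 0 probes passed an adjusted p below 0.05 in limma, with 8832 at an unadjusted p below 0.05, and 2678 had an unadjusted p below 0.01. Of the alternatives set before the data were examined, all 8 arrays in one fit gave 734 by adjusted p, of which 540 were higher in water deficit. By adjusted p, no other one came within 1.5 times the paper's number. The deposited log2 values of the 40109 unigene probes, with all 8 arrays in one fit, a setting chosen after seeing the values, gave 558 higher and 198 lower probes by adjusted p, and the 40243 probes of that table gave 762. The paper's 558 thus equals the number of higher probes in that fit, so the count to set beside it is 540 rather than 734.

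The paper sets its baseline at 4.7, and here the 5th percentile at the same concentration was 2.92. Without background correction it was 3.07 and with normalization over 8 arrays 2.97, both below the paper's value. The zero of log2 values depends on the offset, so a ratio of these baselines to the paper's has no fixed meaning. The median signal with an offset of 1, chosen after seeing the values, gave 4.28. Below 4.7 lay 35.3% of the readings here, and the paper states almost 20%. Without background correction the share was 35.1% and with normalization over 8 arrays 35.2%. The share below the baseline found here, 26.5%, is within 1.5 times the paper's.

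Of the 60 CVs of Table 1, 46 differed by more than 1.5 times. The CVs here are those of log2 values, the SD divided by the mean, and not the CVs on the linear scale given with the spike-ins. The zero of log2 values depends on the offset, so that at 0.30, with a mean log2 signal of 1.34, and at 1.30, with 3.67, the size of the CV follows in large part from the low mean and is no measure of spread alone. CT1, WD1 and WD2 were set beside the replicates of the same number and CT3 beside control replicate 2. At 0.30, the CV was 65.2% against the paper's 2.51% for CT1, 68.6% against 2.04% for CT3, 58.8% against 1.65% for WD1, 62.1% against 1.57% for WD2, 67.9% against 2.34% for CT and 60.1% against 1.60% for WD. The CV at 1.30 was 11.2% against the paper's 1.82% for CT1, 7.13% against 3.85% for CT3, 11.9% against 2.46% for WD1, 18.0% against 2.34% for WD2, 11.3% against 3.29% for CT and 15.2% against 2.39% for WD. At 3.30, the CV was 0.864% against the paper's 1.83% for CT1, 0.719% against 1.55% for CT3, 0.762% against 2.05% for WD1, 0.722% against 1.57% for WD2 and 0.823% against 1.84% for WD. The CV at 3.83 was 0.534% against the paper's 1.56% for CT1, 0.540% against 1.33% for CT3, 0.606% against 1.53% for WD1, 0.634% against 1.57% for WD2 and 0.647% against 1.55% for WD. At 4.30, the CV was 0.563% against the paper's 1.58% for CT1, 0.531% against 1.27% for CT3, 0.469% against 1.45% for WD1, 0.551% against 1.44% for WD2 and 0.519% against 1.44% for WD. The CV at 4.82 was 0.391% against the paper's 1.02% for CT1, 0.701% against 1.14% for CT3, 0.543% against 1.20% for WD1, 0.661% against 1.16% for WD2 and 0.622% against 1.19% for WD. At 5.30, the CV was 0.772% against the paper's 1.55% for CT1, 0.413% against 0.89% for CT3, 0.406% against 1.11% for WD1, 0.553% against 1.01% for WD2, 1.01% against 1.57% for CT and 0.496% against 1.06% for WD. The CV at 5.82 was 0.353% against the paper's 0.79% for WD1, 0.513% against 0.89% for WD2 and 0.437% against 0.84% for WD. At 6.30, the CV was 0.519% against the paper's 0.34% for CT1, 0.513% against 0.33% for CT3, 0.599% against 0.33% for WD1, 0.514% against 0.34% for CT and 0.626% against 0.39% for WD. Of these 46, the CV of CT at 5.30 was within 1.5 times the paper's without normalization, at 1.21%, and no other one was under any alternative set before the data were examined. With the spot median signal, neither background corrected nor normalized, a setting chosen after seeing the values, 54 of the 60 CVs were within 1.5 times the paper's, and they ranged from 0.305% to 2.44%. The median signal with an offset of 1 brought 49 within that range and spot and background medians with an offset of 50 brought 42, both likewise chosen after seeing the values.

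The paper states that the spread is greater at intermediate concentrations than at both ends. Here the SD was 0.85 at the lowest, 0.077 at intermediate and 0.108 at the highest concentration, with the order at the low end opposite on 4 of 4 arrays and the SD at intermediate concentrations above that at the highest on 0 of 4. With spot and background medians and an offset of 50, chosen after seeing the values, the order was the paper's at both ends on 4 of 4 arrays. With the median signal and an offset of 1, likewise chosen after seeing the values, it was the paper's at the high end on 4 of 4 arrays and opposite at the low end on 4 of 4.

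Table S2 gives a log2 difference of 3.75 for HeAn_C_266, where the fit here gave 4.18. The pairs for the others that differ by more than the replicate SD are 3.29 in the paper and 3.59 here for HeAn_C_3312, 2.34 and 2.55 for HeAn_C_5545, 2.87 and 3.04 for HeAn_C_4439, and 3.77 and 4.13 for HeAn_C_4809. The deposited log2 values, set before the data were examined as an alternative, give the paper's value for all 5, but the probes were paired with Table S2 through a fit of these values, so this follows from the pairing and is no independent check. HeAn_C_3312 was also within the SD without water deficit replicate 1 (3.38), and HeAn_C_5545 and HeAn_C_4809 without water deficit replicate 2 (2.40 and 3.86), and the other alternatives were not. On the arrays, all of these genes but HeAn_C_4439 are not well above background in the controls, and HeAn_C_5545 is not on any of the 4 arrays. For these the fitted log2 differences depend on values near the background and are not measured folds, so only bounds, and for HeAn_C_5545 no fold, are given with Table 2.

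The paper's qPCR ratio for HeAn_C_4439 is 3.51 and the array ratio here 8.22. An offset of 50 gave 3.42 and the background median given to the correction 4.16, both within 1.5 times the paper's ratio. Outside that range were 7.99 without background correction, 8.32 with the 75th percentile, 8.37 with cyclic loess, 8.32 with normalization over 8 arrays, 7.31 with the deposited values and 8.22 with the median of spots. An offset of 50 lowers the ratio by construction, since the control signals of this gene were 23.3 and 19.3 processed units. The background median setting subtracts background from signals already background subtracted. That 3.42 and 4.16 lie near the qPCR ratio is therefore no evidence for these settings.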

Other observations

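Of the tests in this part, those with the spot median signal and that on the spike-ins of control replicate 2 were chosen only after the result was seen, as was the split of the calls by the number of water deficit arrays well above background.

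In the fit that gives the folds of Table S2, 158 of the 558 higher probes (28.3%) were not well above background on either control. Of these 158, 82 were well above background on both water deficit arrays, 13 on 1 and 63 on none. That the signal is near the background in both groups was set in advance as an explanation of the whole set, and 51.9% well above background on both water deficit arrays argues against it as the whole cause, by a narrow margin. A small spread of values near the floor stays open, since the values point both ways. Among probes with a log2 change of 1.5 to 2.5, 17.6% of the 347 that are dim in the controls were called, against 16.7% of the 587 well above background on all 4 arrays (Fisher's exact test, two-sided, p = 0.72), while the median SD of the 2 controls was 0.16 for the former and 0.45 for the latter. For the 63 probes not well above background on any of the 4 arrays, the processing of the signal below background may be the cause: with the spot median signal and all 8 arrays, 9 of 63 (14.3%) had an unadjusted p below 0.01 and were higher, against 77 of 82 (93.9%) and 385 of the 389 well above background on all 4 arrays (99.0%). No biological explanation was tested.

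The spike-ins of control replicate 2 were higher than those of the other 3 arrays after quantile normalization, with a mean of 12.12 log2 units over relative concentrations of 2.30 to 5.30 against 11.57 to 11.71. This array had the lowest 75th percentile of the sample probes of all 8, at 9.47. Dimmer sample RNA on that array is a candidate explanation: before normalization, its spike-ins lay -0.012 log2 units from the mean of the other 7 arrays. No biological explanation was tested.

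With the arrays regrouped so that each group held 1 control and 1 water deficit array, 243 and 139 probes had an unadjusted p below 0.01, against 2678 between the treatments. Of the 3 splits of the 4 arrays into 2 and 2, only 1, the real one, gave as many, and 3 splits cannot give a share under 0.05, so chance cannot be excluded.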
